A study of Mus musculus with 67 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

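RNA of the striatum was measured in 67 C57BL/6 mice on nylon cDNA filters that carry one part, the B set, of a mouse 17K clone collection. The labels give each array its own mouse number, so replicates are mice. Total RNA was reverse transcribed with a radioactive nucleotide, hybridised to 1 filter per mouse and read from phosphor screens. The deposited values are a score for each of 8448 features: the authors transformed each array to Z scores, and every column has a mean of 0 and an SD of 1 over its features. Differences are therefore given in Z units, and no fold change is given. The intensities before this transformation, the treatment of background and the log base were not given in the sources used here.

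Age, diet and sex were taken from the titles and characteristics of the samples. Mice were fed ad libitum (AL) or kept on caloric restriction (CR), a stepwise reduced, fortified feed. Adult mice were grouped as young (169 to 194 days), middle (472 to 499 days) or old (673 to 743 days), which with diet and sex gave 12 groups. A further 10 juvenile AL mice were 17 to 44 days old. The description of 1 array repeated that of another array, and its title and characteristics were used. Gene names came from the table that pairs the features with genes, matched by gene identifier for 4861 features. In all, 4875 features carried 1 symbol, 224 carried several and 3349 carried none. The symbols covered 4209 genes.

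Each column was compared with the median profile of all arrays before any test. The columns of old AL male replicate 5 and old AL female replicate 5 correlated with that profile at r = 0.138 and 0.135 as deposited, and at 0.992 each once the order of their values was turned end to end. The other 65 columns lay between 0.925 and 0.995 as deposited and at 0.208 or less when turned. These 2 columns were therefore turned in every fit unless stated otherwise. No column was a duplicate of another, and no cell was empty.

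The comparisons, their tests, the gene lists and the rule for named genes were fixed before the data were examined. limma 3.58.1 in R 4.3.3 was fitted to the scores with 1 mean for each of the 12 adult groups, so that the 57 adult arrays shared 1 estimate of spread, followed by empirical Bayes moderation. Contrasts compared the 3 ages within AL, CR with AL at each age and averaged over ages, females with males, and the 3 pairs of factors as interactions. Separate fits compared young with juvenile AL mice (20 arrays) and juveniles of 33 to 44 days with those of 17 to 21 days (10 arrays, with sex as a term). Features with a mean score above 0 were tested, which left 4257 in the adult fit, 4242 in the fit of maturation and 4240 in that of juveniles. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Named genes were features with exactly 1 symbol: those that passed, up to 12 in each direction by size, filled up to 5 in each direction by the smallest unadjusted p and then reported as not passing, plus sex-linked genes and the genes that the study's text names.

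Gene lists were tested with camera in limma on gene means, with an inter-gene correlation of 0.01, and again with an estimated correlation, adjusted over all lists and comparisons. The 27 lists covered cell types (astrocyte, myelin, microglia and immune, endothelium, choroid plexus, blood, striatal neuron, cortical neuron, neuronal, immature neuron), neuronal function (synaptic vesicle, immediate early), protein turnover and synthesis (ubiquitin-proteasome, chaperone and stress, ribosomal protein), metabolism (oxidative phosphorylation, glycolysis and TCA cycle, lipid and cholesterol synthesis, glucocorticoid and fasting), signaling and nuclear functions (Wnt signaling, Notch signaling, DNA repair and telomere, cell cycle), extracellular matrix, Y-linked genes, X-linked genes that escape inactivation, and genes named by the study. Lists with fewer than 3 tested genes were not tested. Spread between mice was the median absolute deviation of an array's features from its group mean, scaled for group size, and old and young mice were compared with a two-sided permutation test (100000 permutations, smallest possible p 1e-05). Correlations of differences between arms that share no array were compared with 100 relabellings.

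The alternatives fixed before the values were seen included quantile normalization, median centring, no filter on the mean score, a block for each run of title numbers and array weights. They also included fits restricted to the groups compared, leaving out each array in turn, and the rule of the study's methods. That rule calls a feature at a Z-ratio (the difference divided by the SD of all differences) beyond 1.5 with an unadjusted p under 0.05 and a positive mean score.

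Further alternatives were chosen after seeing the data, and most of them after the first fit had called 0 features. They were the order of values as deposited, leaving out the 2 turned arrays, a term for or omission of 8 arrays that share a different score profile (array median score under -0.04), cyclic loess, 5 residual principal components, called lists without their leading member, and a correction for position. The labels give no position on the filter. Residuals of features 22 and 528 places apart in the table correlated at a mean r of 0.396 and 0.352, against 0.0859 at 11 places, so the table was read as 16 panels of 24 lines by 22 columns. For each array, and without use of age, diet or sex, the correction removed the running median over mean score (window of 401 features) and the part of each feature's residual that a regression on its neighbours predicted. The neighbours accounted for a median of 36.1% of the residual variance of an array (15.4 to 52.7%). The correction was fitted with the profile term, with and without the filter.

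The tests were checked on simulated data before use. With real residuals of whole arrays reassigned at random, the fit recovered 4.40% of changes of 0.1 Z, 43.5% of changes of 0.2 Z and 92.4% of changes of 0.4 Z between old and young AL mice, with 0.65 false calls per simulation. With independent noise of each feature's own SD it recovered 1.49%, 32.8% and 84.8%, with 5 false calls. The value of 0.65 does not show rare splits with many calls. Of 99 random splits of the arrays, drawn after seeing the data, 3 called features in this comparison, with 1884 in the highest. With the position correction, 26% of changes of 0.1 Z and 81% of changes of 0.2 Z were called, against 0% and 47.5% without it; 3 and 6 other features were called with it, against 0 and 1. The median standard error of a difference was 0.0720 Z between old and young AL mice. In the same mice, the position correction with the profile term lowered the standard error for single genes. For a Ctsd feature it fell from 0.0535 to 0.0267 Z and for Cst3 from 0.0943 to 0.0430 Z. The number of mice is thus not all that limits the precision.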

Results

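Gene expression was measured in the striatum of 57 adult and 10 juvenile mice to ask how age, diet and sex shape its transcriptome. Groups held 5 mice each, except young CR males with 4 and old CR males with 3. Young, middle and old adults numbered 19, 20 and 18. The old CR males were all 673 days old, while old AL males were 714 to 743 days old, so age differs somewhat between these arms. Each array gave a score for every feature of the set.

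The arrays resembled one another closely. The median correlation between 2 arrays was 0.983 among 59 of them. The other 8 arrays, 1 each in 8 of the 14 groups, had a lower median score (-0.07 to -0.05, against -0.02 to 0.06) and correlated with the 59 at a median of 0.925, but with one another at 0.978. The 2 columns that had been listed in the opposite order joined the other old AL arrays once turned.

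**Figure D1:**
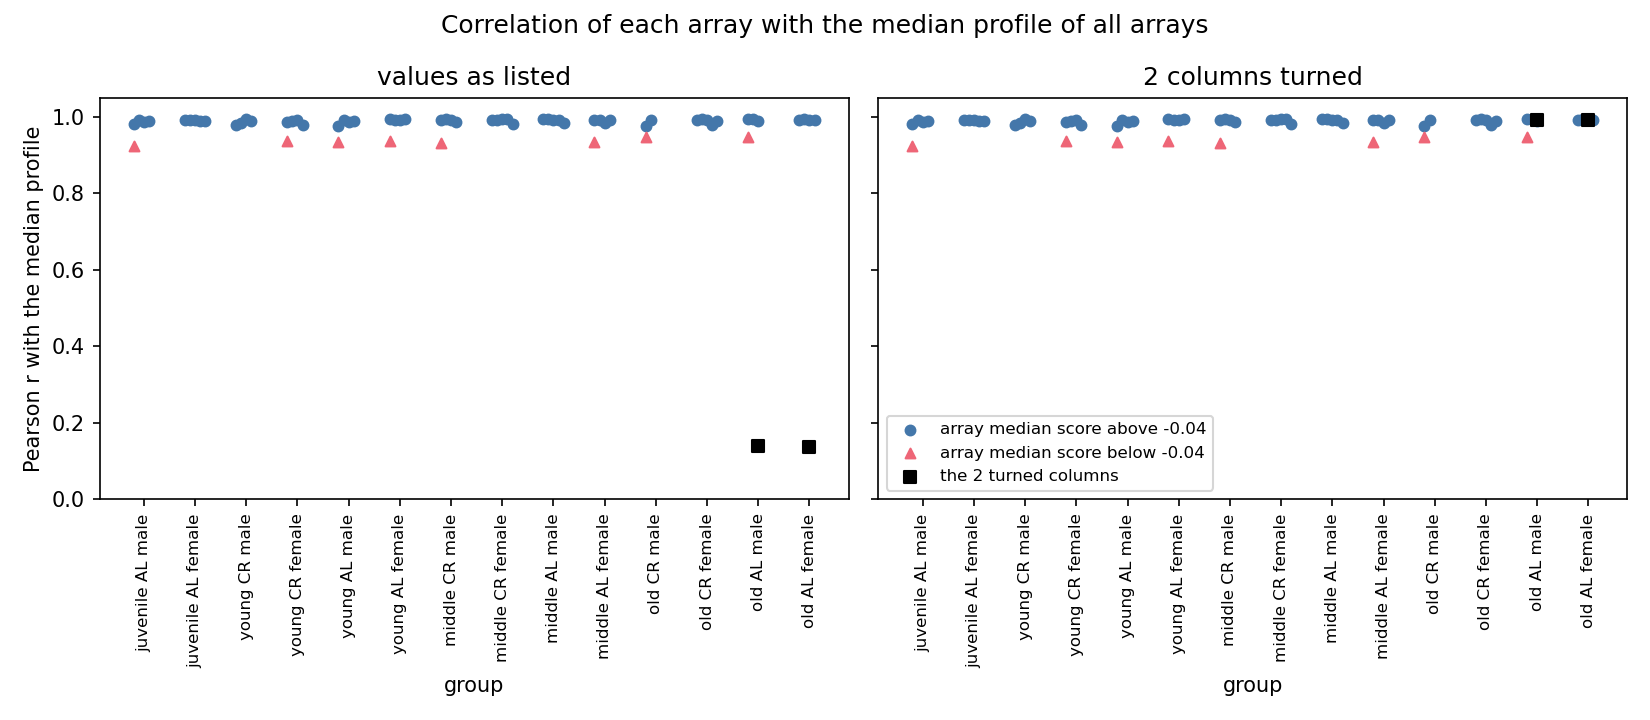
Pearson correlation over features of each array (1 point) with the median profile of all arrays, by group, with the values as listed (left) and with 2 columns turned end to end (right). The 2 old AL columns (squares) move from 0.138 and 0.135 to 0.992, and the 8 arrays with a low median score (triangles) lie between 0.925 and 0.947.

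The comparison of old with middle and young AL mice asks which genes respond to age. Cst3, which encodes the protease inhibitor cystatin C made by astrocytes, had a mean score of 0.852 ± 0.177 (SD, n = 10) in old and 0.575 ± 0.280 (n = 10) in young AL mice. This difference of 0.277 ± 0.0943 Z (SE) was the largest positive one of the comparison. In limma it did not pass over all features, but it did pass when adjusted over the astrocyte list alone. A separate test of Cst3 by itself, not adjusted for other genes, gave a two-sided permutation p = 0.0170. Of 10 old mice, 9 lay above the median of the young. In CR mice Cst3 was 0.179 Z higher in old than in young (n = 8 and 9, permutation p = 0.0962). Cst3 scored low in the 8 arrays of different profile, 2 of them young AL and 1 old AL, and without them, a choice made after seeing the data, its means were 0.899 (n = 9) in old and 0.688 (n = 8) in young AL mice, a difference of 0.211 Z (permutation p = 0.0111), and CR mice differed by 0.208 Z (n = 7 and 8, permutation p = 0.0178).

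The 6 tested astrocyte genes were higher on balance in old AL mice, a comparison in which the 8 arrays of different profile are unevenly placed, with 2 in young, 1 in middle and 1 in old AL mice. Cst3 carries much of this: without it, a choice made after seeing the data, the other 5 averaged 0.0550 Z against middle age and 0.0424 Z against young mice, and neither call held (adjusted p = 0.0655 and 0.421). Against middle age the mean difference of the 6 was 0.0770 Z, 6 of 6 were higher, and camera gave an adjusted p of 0.00400, with an adjusted p = 0.997 with an estimated correlation. Sparcl1 (0.126 ± 0.0854 Z, SE), Sparc (0.063 ± 0.0480 Z) and the intermediate filament gene Vim (0.059 ± 0.0381 Z) were among them, none passing alone. Against young mice the mean difference was 0.0815 Z, 4 of 6 were higher and the adjusted p was 0.00584, again with an adjusted p = 0.997 with an estimated correlation. Both calls ended with the 2 columns in the order as listed, where the direction turned (adjusted p = 0.986 each). The call against middle age ended without middle AL female replicate 2 (adjusted p = 0.475) or old AL male replicate 3 (0.0725). The call against young mice ended without any 1 of old AL male replicate 3 (0.0725), old AL female replicate 1 (0.0552), young AL male replicates 3 (0.0534) and 4 (0.0554) and young AL female replicate 3 (0.112), and also without the 8 arrays (0.148), with no filter (0.127) and with the position correction (0.0643).

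1 feature of Ctsd, the lysosomal protease cathepsin D, was higher in old AL mice, at 0.0340 ± 0.125 (SD, n = 10) against -0.145 ± 0.118 (n = 10) in young ones (permutation p = 0.00622). It was chosen after its values were seen, since its low score kept it out of the test of all features. The position correction was added after seeing the data, and so was its combination with no filter. Under this combination, this feature was the only one called between old and young AL mice (0.158 ± 0.0267 Z, SE, limma adjusted p = 0.00287). In CR mice its difference was 0.0760 Z before the correction (n = 8 and 9, permutation p = 0.213) and 0.0663 Z after it (permutation p = 0.0240), where 7 of 8 old mice lay above the median of the young. The other Ctsd feature differed by 0.0700 Z between old and young AL mice (permutation p = 0.257) before the correction and by 0.0312 ± 0.0261 Z (SE) after it (unadjusted limma p = 0.239). In CR mice that feature differed by 0.0765 Z before the correction (permutation p = 0.298) and by 0.0647 Z after it (permutation p = 0.0676).

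Single genes with the smallest unadjusted p between ages did not pass. The hemoglobin gene Hba-a1 was lower by -0.119 ± 0.0453 Z (SE) in old than in young AL mice, and Hba-a2 by -0.151 ± 0.0689 Z in old than in middle ones. Ndufs1, a subunit of respiratory complex I, was 0.107 ± 0.0512 Z higher in old than in middle AL mice. The autophagy protease gene Atg4c was lower by -0.144 ± 0.0592 Z in old than in young mice, and the ribosomal protein gene Rps4x was 0.112 ± 0.0473 Z higher. Between middle and young mice, Trp53bp2, a binding partner of p53, differed by -0.123 ± 0.0417 Z, and Capzb, a subunit of the actin capping protein, by -0.100 ± 0.0388 Z. Capzb differed by 0.0830 ± 0.0388 Z between old and middle mice.

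The lists that address energy metabolism and protein degradation did not pass in any comparison. Of 41 ubiquitin-proteasome genes, 20 were higher and 21 lower in old than in middle AL mice, with a mean difference of -0.00307 Z, and the lowest adjusted p of this list in any comparison was 0.620. Uchl1, a neuronal ubiquitin hydrolase, had a mean score of 0.128 ± 0.124 (SD, n = 10) in old and 0.124 ± 0.142 (n = 10) in middle AL mice, a difference of 0.00400 ± 0.0795 Z (SE). Of 32 oxidative phosphorylation genes, 23 were higher in old than in middle AL mice, at a mean difference of 0.0202 Z and an adjusted p of 0.605. The Werner helicase gene Wrn differed by -0.0110 ± 0.0469 Z between old and young AL mice, within the DNA repair and telomere list, whose lowest adjusted p was 0.725. The 8 tested genes that the study names, which it chose in part on these samples, did not pass as a list in any comparison.

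No feature passed limma's adjusted threshold in the 3 comparisons of age. At an unadjusted p under 0.05 limma found 31 features between middle and young, 14 between old and middle and 12 between old and young AL mice, where 212.85 would be expected from uniform p values and other splits of the arrays gave medians of 68, 61 and 60. The rule of the study's methods gave 19, 21 and 11, of which 0 passed a Benjamini-Hochberg adjustment. The 21 features between old and middle mice, 18 higher and 3 lower, make up 0.249% of the array.

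Spread between mice did not differ with age by the permutation test. The deviation of an array from its group mean averaged 0.108 ± 0.0743 (SD, n = 18) in old and 0.137 ± 0.0810 (n = 19) in young mice, a difference of -0.0282 Z (p = 0.280). Middle mice averaged 0.0976. With the 2 columns as listed the difference between old and young mice was 0.0930 Z (permutation p = 0.0535). Without the 8 arrays of different profile it was -0.0122 Z (permutation p = 0.333). Differences between old and young AL mice in males correlated with those in females at r = 0.188 across features, which are not independent replicates, and 4 of 100 relabellings gave as high a value. With the replicate block 11 of 100 were as high, and without the 2 turned arrays r was 0.00236, with 50 of 100 as high. Between AL and CR mice the differences with age correlated at -0.454, and 70 of 100 relabellings were as high.

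**Figure D2:**
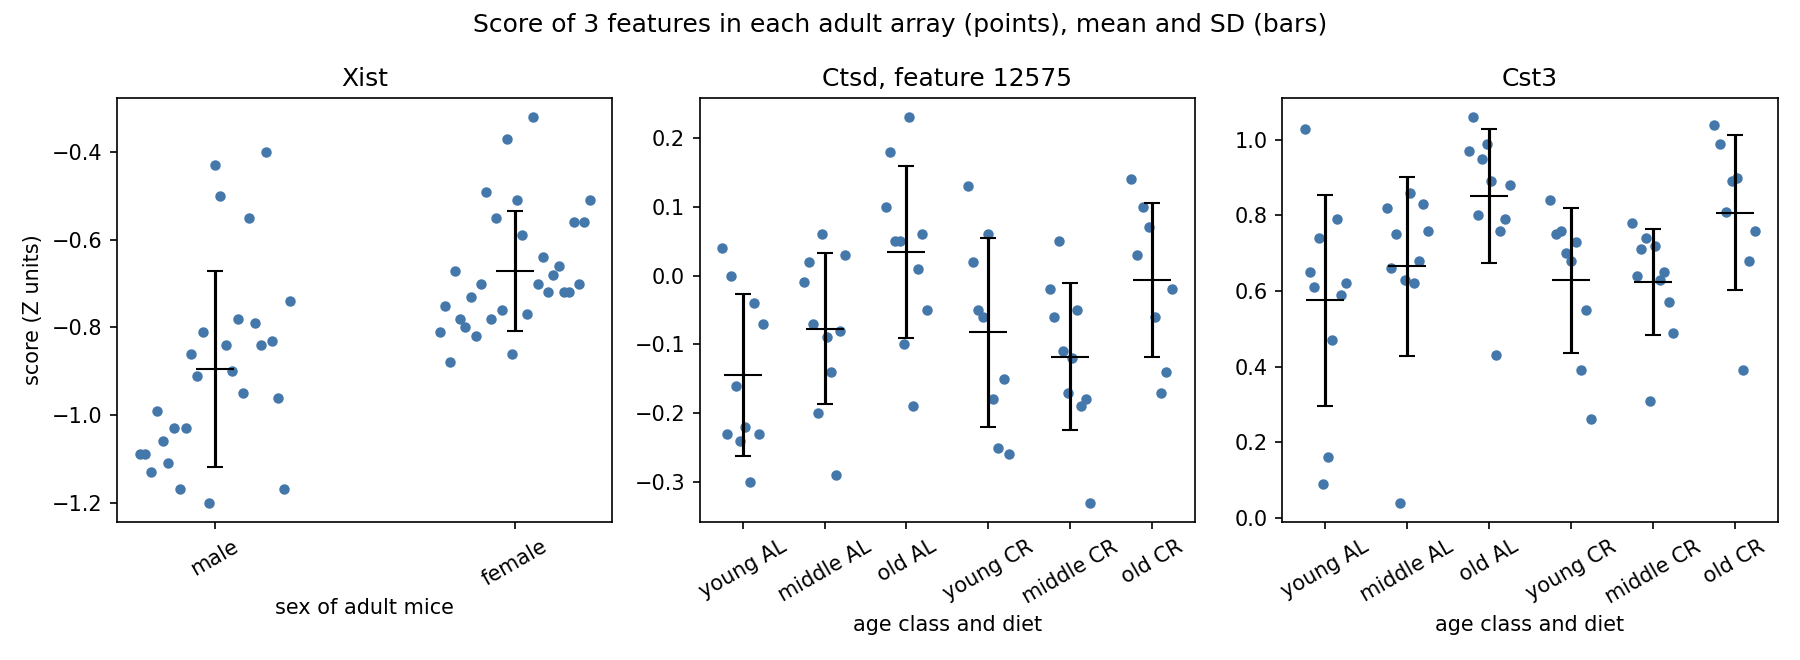
Scores in Z units of Xist by sex and of a Ctsd feature and Cst3 by age and diet in the 57 adult arrays, with 1 point per mouse and bars for the mean and SD. Females average -0.670 and males -0.895 for Xist, and old AL mice average 0.0340 for Ctsd and 0.852 for Cst3.

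The comparison of CR with AL mice asks which genes respond to diet. Genes of the striatal neuron list were higher on balance in CR mice over all ages. How specific each gene is to striatal neurons was not tested. The 6 tested genes had a mean difference of 0.0461 Z, 5 of 6 were higher, and camera gave an adjusted p of 0.00278, or an adjusted p = 0.0293 with an estimated correlation. Ppp1r1b, the dopamine-regulated phosphatase inhibitor DARPP-32, led them at 0.122 ± 0.0609 Z (SE), followed by Rasd2, the striatal small GTPase Rhes, at 0.0642 ± 0.0312 Z and Arpp19, a phosphatase inhibitor, at 0.0574 ± 0.0303 Z. Strn and Actn2 differed by 0.0373 and 0.000861 Z and Meis2 by -0.00525 Z. None of the 6 passed alone, over all genes or over the list alone.

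The call of striatal neuron genes depended on a few arrays and settings. It ended without old CR male replicate 1 (adjusted p = 0.0820) or old CR male replicate 3 (0.0650). Both are among the 3 old CR males, all 673 days old, against 714 to 743 days in old AL males. Diet and age are thus not separated in old males. Old CR male replicate 3 is also 1 of the 8 arrays of different profile, though the call held without those 8 (adjusted p = 0.0162). The call also ended without the filter on the mean score (0.104), and with the 2 columns in the order as listed (0.986). With the position correction, added after seeing the data, the adjusted p was 0.0186, and 0.327 with an estimated correlation.

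Cytosolic ribosomal protein genes were higher on balance in young CR than in young AL mice. Of 49 genes, 38 were higher, by a mean of 0.0326 Z, with an adjusted p of 0.00584 in camera and an adjusted p = 0.997 with an estimated correlation. Rpl9 (0.126 ± 0.105 Z, SE) and Rplp1 (0.108 ± 0.0880 Z) were among the largest, none passing. Over all ages 37 of 49 were higher by a mean of 0.00972 Z (adjusted p = 0.0367, and adjusted p = 0.997 with an estimated correlation). The call in young mice ended without any 1 of young CR female replicate 3 (adjusted p = 0.178), young AL male replicate 4 (0.173), young CR male replicate 2 (0.0687) and young AL female replicate 3 (0.0585), and that over all ages with 27 of 57 arrays left out in turn, with no filter (0.450), with the 8 arrays of different profile left out (0.284) or as a term (0.142), with the position correction (0.0643), with quantile normalization (just above the threshold), without Rpl21 (0.0666) and with the 2 columns as listed (0.986). The estimated correlation between ribosomal protein genes was 0.287.

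Single genes with the smallest unadjusted p for diet did not pass. In young mice Rasd2 was 0.130 ± 0.0540 Z (SE) and the long noncoding RNA Norad 0.133 ± 0.0581 Z higher in CR, and the spliceosomal gene Snrpe was lower by -0.144 ± 0.0619 Z. At middle age the prion protein gene Prnp differed by 0.0540 ± 0.0347 Z and Rpl37 by -0.0950 ± 0.0487 Z. In old mice Arpp19 was 0.113 ± 0.0550 Z and Atg4c 0.129 ± 0.0639 Z higher in CR, and Hmgb2, a chromatin protein gene, differed by -0.101 ± 0.0541 Z. Over all ages Prnp was 0.0432 ± 0.0208 Z higher and the glutathione transferase gene Gstm1 lower by -0.0579 ± 0.0264 Z. Uchl1 was 0.0533 ± 0.0859 Z and Wrn 0.0353 ± 0.0507 Z higher in old CR than in old AL mice. Egr1, an immediate early gene with a low score, differed by 0.101 ± 0.0203 Z over all ages after the position correction (limma adjusted p = 0.0789) and was chosen after its values were seen.

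No feature passed limma's threshold for diet. Unadjusted p fell under 0.05 for 20 features in young, 3 in middle and 5 in old mice and for 12 over all ages, and the methods' rule gave 6, 11, 2 and 12, with 0 after adjustment. With 1 array left out, the unadjusted count in young mice was 5 to 226, the highest without young CR female replicate 4. It was 1 to 14 in middle mice, 2 to 16 in old mice and 5 to 27 over all ages. Differences with diet in young mice correlated at -0.425 with those at middle age and at -0.479 with those at old age, and 73 and 67 of 100 relabellings were as high. Differences at middle and old age correlated at 0.413, with 22 of 100 as high.

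The comparison of females with males asks which genes differ between the sexes. Xist, the X-inactivation RNA expressed from the inactive X chromosome of females, had a mean score of -0.670 ± 0.137 (SD, n = 30) in females and -0.895 ± 0.224 (n = 27) in males. Of 30 females, 30 lay above the median of the males (permutation p = 6.00e-05). This score lies below the filter, so Xist was not part of the test of all features. Without the filter its difference of 0.225 ± 0.0504 Z (SE) had a limma adjusted p of 0.386. A term for the 8 arrays of different profile, added after seeing the data, gave a difference of 0.249 Z and an adjusted p of 1.01e-05 with no filter. The position correction gave 0.206 ± 0.0208 Z and an adjusted p of 3.64e-09, and Xist was then the only feature called. The 4 adult males with the highest scores, -0.55 to -0.40, are all among the 8 arrays.

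None of the other sex-linked genes passed alone. Uty, on the Y chromosome, had mean scores of -1.06 in females and -1.07 in males (permutation p = 0.786). Kdm6a and Kdm5c, X-linked genes that escape inactivation, differed by -0.0338 ± 0.0448 and 0.0104 ± 0.0421 Z (SE). With no filter, the X-linked escape list of Xist and these 2 genes passed as higher in females (adjusted p = 0.0369, and adjusted p = 0.999 with an estimated correlation), with a difference of 0.225 Z for Xist. The X-linked histone demethylase gene Phf8 was 0.0684 ± 0.0323 Z higher in females, and Rasa3, a regulator of Ras signaling, lower by -0.0564 ± 0.0262 Z, neither passing. No feature passed limma's threshold for sex among the 4257 tested, 6 had an unadjusted p under 0.05 (1 to 28 with 1 array left out), and the methods' rule gave 8, with 0 after adjustment. Differences between the sexes correlated at -0.291 between AL and CR mice, and 83 of 100 relabellings were as high.

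The interactions ask whether the response to one factor depends on another. Ribosomal protein genes stood out in them. The difference between old and young mice was lower in CR than in AL mice for 37 of 49 genes, by a mean of -0.0365 Z, with Rpl13 (-0.175 ± 0.160 Z, SE) and Rplp1 (-0.161 ± 0.128 Z) the largest (adjusted p = 0.0269, and adjusted p = 0.997 with an estimated correlation). In AL mice the difference between old and young was higher in females than in males for 40 of 49, by a mean of 0.0490 Z, with Rps12 (0.184 ± 0.230 Z) and Rpl13 (0.156 ± 0.214 Z) the largest (adjusted p = 0.00400, and adjusted p = 0.997 with an estimated correlation). Leaving out the 8 arrays of different profile ended both calls (adjusted p = 0.823 and 0.328), as did a term for them (0.151 and 0.0785), and quantile normalization (0.179) and the position correction (0.0869) ended that of age by diet, as did the 2 columns as listed (0.462). Leaving out 1 array ended the call of age by diet in 11 of 57 cases (up to 0.747 without old CR male replicate 3) and that of age by sex without any 1 of young AL male replicate 1 (0.726), young AL female replicate 3 (0.295) and old AL male replicate 4 (0.103).

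Among single genes, the splicing factor gene Snrpe had an age by diet difference of 0.176 ± 0.0896 Z (SE), and Tnc, which encodes the matrix protein tenascin C, one of 0.123 ± 0.0576 Z. For diet by sex, Rbbp4, a histone-binding protein gene, had -0.127 ± 0.0489 Z and the axon guidance gene Sema3f -0.129 ± 0.0568 Z. For age by sex, the checkpoint kinase gene Chek1 had 0.204 ± 0.0975 Z. None passed limma's threshold, and 6, 11 and 2 features had an unadjusted p under 0.05 for age by diet, diet by sex and age by sex. With 1 array left out these counts were 2 to 109, 4 to 31 and 0 to 17. The methods' rule gave 2, 11 and 1, with 0 after adjustment.

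**Figure D3:**
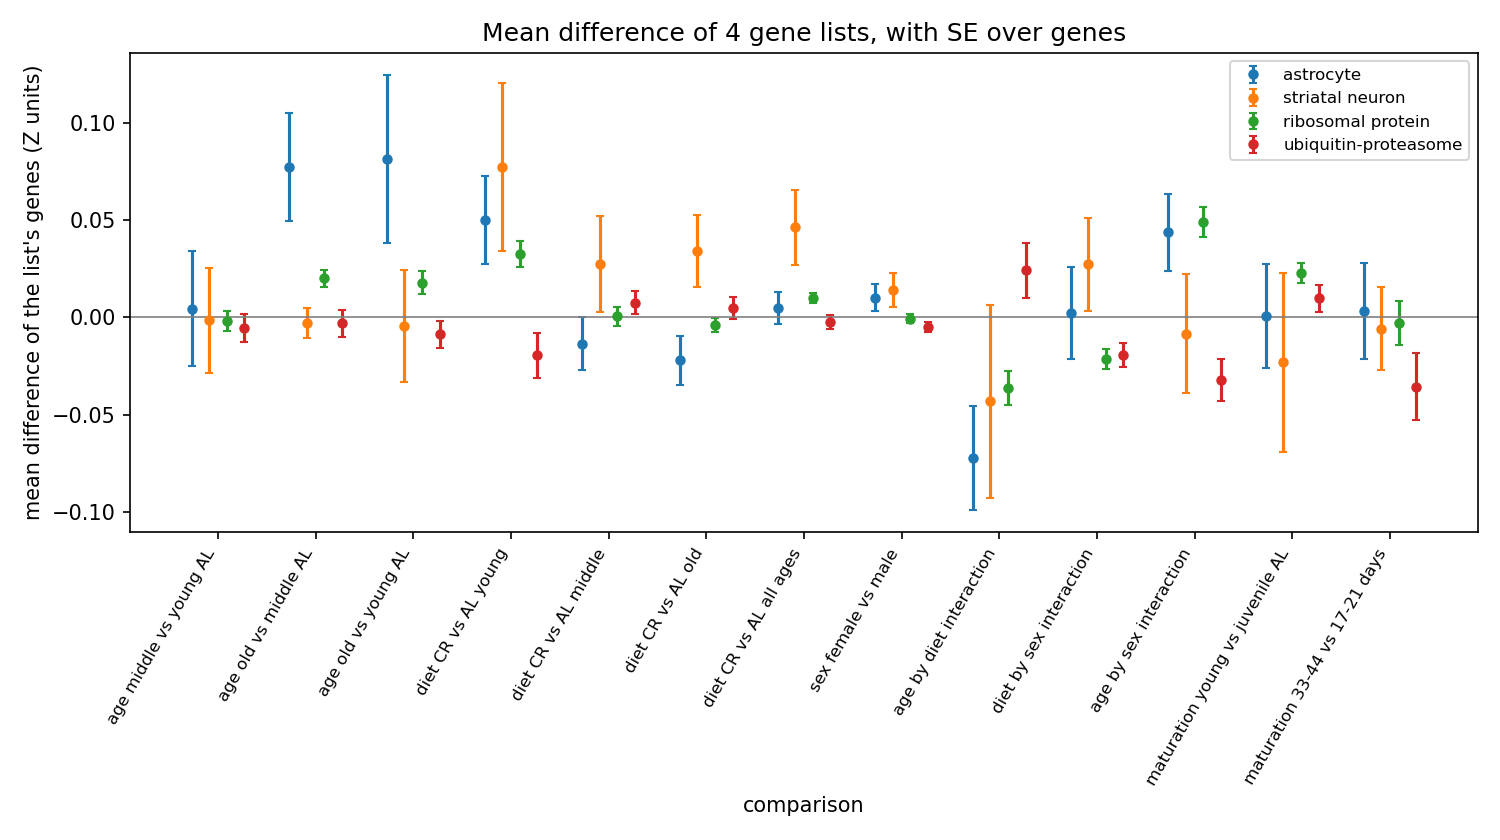
Mean difference in Z units of the tested genes of 4 lists in each of 13 comparisons, with the SE over genes as bars. Astrocyte genes average 0.0770 and 0.0815 in the comparisons of old AL mice, striatal neuron genes average 0.0461 for CR over all ages, and ubiquitin-proteasome genes stay between -0.0356 and 0.0242.

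The juvenile mice allow a view of maturation. Ngb, the neuronal oxygen-binding protein neuroglobin, was 0.130 ± 0.0504 Z (SE) higher in young adult than in juvenile AL mice, and Ppp1r1b lower by -0.169 ± 0.0901 Z. Fbxo3, a subunit of a ubiquitin ligase, differed by -0.158 ± 0.0551 Z. Between juveniles of 33 to 44 days and of 17 to 21 days, 6 of 6 red cell genes were lower in the older ones, by a mean of -0.102 Z (adjusted p = 0.159), and a feature of Hba-a2 differed by -0.230 ± 0.0776 Z. Mib1, a ubiquitin ligase of the Notch pathway, differed by -0.224 ± 0.0744 Z. None of these passed. limma called 0 features in both comparisons, with 17 and 34 at an unadjusted p under 0.05, and the methods' rule gave 22 and 30, with 0 after adjustment.

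The remaining lists did not pass in any comparison at the initial settings. The lowest adjusted p was 0.620 for Wnt signaling and for Notch signaling, 0.645 for glucocorticoid and fasting genes, 0.668 for myelin, synaptic vesicle, glycolysis and TCA cycle and immature neuron genes, 0.679 for extracellular matrix, 0.725 for microglia and immune, neuronal, chaperone and stress, and lipid and cholesterol synthesis genes, and 0.993 for cell cycle genes. The 3 tested myelin genes were higher in old than in middle AL mice, by a mean of 0.0657 Z. With the position correction, added after seeing the data, myelin genes passed as higher in old than in young AL mice (adjusted p = 0.00407) and as lower in old CR than in old AL mice (0.0244), but 0 list tests passed under this correction with an estimated correlation. The Y-linked, X-linked escape, choroid plexus, endothelium, cortical neuron and immediate early lists had 0, 2, 1, 2, 2 and 0 genes above the filter and were not tested with it.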

Values the study reported

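The study reported that 0.8% of the genes measured in the striatum were age-associated, against 3.8% in the spinal cord, 2.6% in the cortex, 2.3% in the hippocampus and 1.2% in the cerebellum. Fewer than 200 genes were reported as responsive to age in the striatum, and likewise in the cerebellum. Caloric restriction was reported to affect fewer than 0.5% of genes in any region. The study called genes at a p of 0.05 and a Z-ratio of 1.5.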

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

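The tests in this part were chosen only after the result was seen, apart from the tests of the gene lists themselves at the initial settings.

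The 2 columns of old AL male replicate 5 and old AL female replicate 5 lay far from the other arrays of their groups, with correlations to the median profile of 0.138 and 0.135 as listed. Turned end to end, both reached 0.992, which is consistent with values listed in reverse order. A failed hybridization is argued against, since the larger deviation of the 2 arrays from their group means after turning was 0.0805, within the range of up to 0.262 of the other 8 old AL arrays. Old age on the AL diet is argued against as well, since the lowest correlation among those 8 arrays as listed was 0.947. The order in which the 2 columns were written, and whether other deposits of the same arrays share it, stays open.

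A Ctsd feature was called as higher in old than in young AL mice after the position correction, which was added after seeing the data. Its 8 neighbours on the assumed grid differed by -0.0108 ± 0.0476 Z (SE) before correction, against 0.179 Z for the feature itself, which argues, narrowly, against its position as the cause. The 15 genes of the myelin, astrocyte and microglia lists above the filter differed by 0.0310 ± 0.0148 Z (SE over genes, not mice), against 0.158 Z for Ctsd. But Cst3 among them differed by 0.189 Z, and the myelin list passed under the same correction (adjusted p = 0.00407, lost with an estimated correlation). A larger share of glial cells therefore stays open. Of 100 splits of the arrays into groups of these sizes, 4 called as many features as the 1 of the real split, with 19 in the highest other, so chance can be excluded for this comparison taken alone, but not for 1 call among 13 comparisons under settings added after seeing the data. A rise of Ctsd with age in AL mice thus stays an open hypothesis, and the other Ctsd feature differed by 0.0312 Z under the same correction, with an unadjusted limma p of 0.239. In CR mice that other feature differed by 0.0647 Z after the correction (permutation p = 0.0676). Without the 8 arrays of different profile it differed by 0.0832 Z in CR mice (permutation p = 0.00848) and by 0.00665 Z in AL mice (permutation p = 0.841).

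Genes of the striatal neuron list were higher on balance in CR than in AL mice over all ages, by a mean of 0.0461 Z. After the position correction the mean was 0.0292 ± 0.0115 Z (SE over 6 genes), which leaves open whether position on the filter accounts for part of it. More striatum and less white matter in the CR dissections would lower glial genes. The 15 glial genes above the filter differed by -0.00283 ± 0.00494 Z (SE over genes, not mice), too close to 0 to decide. Under the position correction, myelin genes passed as lower in old CR than in old AL mice (adjusted p = 0.0244). That goes with such dissections but was lost with an estimated correlation, so a difference in dissection stays open. Of 100 splits, 1, the real one, gave as small a camera p in this direction (1.02e-05, against 0.0137 as the smallest other), so chance can be excluded for this list alone. A response of striatal neurons to CR may be the cause and was not tested further. The age of the old CR males, younger than the old AL males, was not tested as a cause either.

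Several arrays lay apart from the rest of their group. In 37 tests, each of 1 group on 1 of 3 measures, 16 values did so, some of them of the same array, where chance gives about 1 in 20, and 11 of the 16 belong to the 8 arrays of different profile. The correlations with the median profile as listed were 0.925 for juvenile AL male replicate 3, 0.937 for young CR female replicate 4, 0.936 for young AL male replicate 3, 0.937 for young AL female replicate 3, 0.933 for middle CR male replicate 3, 0.936 for middle AL female replicate 2, 0.981 for middle CR female replicate 5 and 0.980 for old CR female replicate 4. The array median score was -0.065 for young AL female replicate 3, -0.06 for middle CR male replicate 3, -0.07 for middle AL female replicate 2 and -0.05 for old AL male replicate 4. The deviation from the group mean was 0.313 for young CR female replicate 4 and 0.130 for old CR female replicate 4.

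Ribosomal protein genes were called in 2 interaction tests, both lost with an estimated correlation (adjusted p = 0.997 each) and without the 8 arrays of different profile (0.823 for age by diet and 0.328 for age by sex). For age by diet the adjusted p was 0.0269, and 9 of 100 splits gave as small a camera p as the real 0.000592, with 3.79e-07 as the smallest other, so chance cannot be excluded. For age by sex the adjusted p was 0.00400, and 3 of 100 splits gave as small a p as the real 2.99e-05, with 1.85e-08 as the smallest other, but 10 of 100 did when splits were drawn within runs of title numbers, so chance cannot be excluded there. For CR against AL, 5 of 100 splits gave as small a p as the real 9.61e-05 in young mice (smallest other 3.35e-08) and 16 as the real 0.000941 over all ages (smallest other 4.60e-07), so chance cannot be excluded in either. Splits with a p far below the real one point to a structure of the samples in which these genes move together. For astrocyte genes, 1 of 100 splits, the real one, gave as small a p between old and middle mice (4.40e-05, smallest other 0.00574) and between old and young mice (0.000107, smallest other 0.00504), though neither call holds without Cst3 (adjusted p = 0.0655 and 0.421). With splits drawn within runs of title numbers, the smallest other p was 0.00266 and 0.000125, the latter close to the real one. Both astrocyte calls were also lost with an estimated correlation (adjusted p = 0.997 each).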

How the results depend on the processing

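The settings of row order, array omission, profile term, cyclic loess, residual components and position correction were chosen only after the result was seen, most of them after the first fit had called 0 features. Quantile normalization, median centring, no filter, the replicate block, the order as deposited, omission of the 2 turned arrays, the profile term alone, omission of the 8 arrays of different profile, cyclic loess and the position correction with the filter each left the 13 counts at 0 in limma, as did leaving out each array in turn (0 to 0). Fits of only the groups compared were run for 11 of the results and left these at 0. Array weights called 1 feature for old against young, 128 for CR in old mice, 155 for sex, 1 for age by diet and 1 for young against juvenile mice. Its estimation did not converge and gave old CR male replicate 2 a weight of 145, against 4.01 for the next. The methods' rule called 19, 21 and 11 features for middle against young, old against middle and old against young, 6, 11, 2 and 12 for CR in young, middle and old mice and over all ages, 8 for sex, 2, 11 and 1 for age by diet, diet by sex and age by sex, and 22 and 30 for young against juvenile mice and among juveniles. It uses unadjusted p, and 0 of these features passed a Benjamini-Hochberg adjustment.

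The replicate block, by run of title numbers, left 0 calls in each of the 13 counts. The study's methods state that its samples were handled in balanced batches. The labels do not say what a run shares or whether it is such a batch. Not every pair deviated together (lowest -0.819, 61.7% over 0.1), so the numbers were not taken to pair the samples. That does not rule out a batch effect of the runs. Deviations within a run correlated at a mean of 0.193 and between runs at -0.0313. Of 57 arrays, 26 were closest to their own of the 5 runs, a hint from the data that runs share something. Splits drawn within runs gave as extreme a result in 2 of 100 for Ctsd, 1 for Xist, both astrocyte results and striatal neuron genes, and 9 to 12 for the 4 ribosomal protein results. With the block and the profile term, 1 feature was called for young against juvenile mice. With the block and the position correction, 1 was called for CR over all ages and 3 for young against juvenile mice, and with no filter as well, 1 for old against young and 1 for sex. With the position correction and no filter but no block, 1 was called for old against young (Ctsd 0.158, adjusted p 0.000336 to 0.0178 over arrays left out) and 1 for sex (Xist 0.206). With 5 residual components as terms, 556, 4 and 410 were called for the ages in the order above, 1494, 4, 22 and 0 for diet, 11 for sex and 1059, 390 and 33 for the interactions, but relabelled samples gave medians of 511.5 to 1136.5, so these counts are not read as calls. This setting was not run on the fits with juveniles.

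Of 273 list tests, 7 were called, 1 with an estimated correlation and 3 with the order as deposited, where both astrocyte results turned in direction (adjusted p 0.986 each). Over 10 alternatives the calls held in 7 and 4 for astrocyte genes against middle and young mice, 7 for striatal neuron genes, and 8, 2, 3 and 6 for ribosomal protein genes for CR in young mice, CR over all ages, age by diet and age by sex. Some alternatives called list tests that were not among the 7: 2 each with no filter and with the 8 arrays left out, 1 each as deposited and with the 2 arrays left out, 3 with the profile term and 4 with the position correction, among them ribosomal protein genes for young against juvenile mice under 3 of these settings and for diet by sex under 2. Without the member of the largest difference, both astrocyte calls and that of ribosomal protein genes for CR over all ages were lost, and the other 4 held (adjusted p 0.00452 to 0.0384). Leaving out 1 array moved the adjusted p within 0.000889 to 0.475 and 0.00258 to 0.112 for astrocyte genes against middle and young mice, 1.18e-05 to 0.0820 for striatal neuron genes, and for ribosomal protein genes within 0.00147 to 0.178 for CR in young mice (lost in 4 of 57), 0.00147 to 0.989 over all ages (27), 0.00276 to 0.747 for age by diet (11) and 8.45e-05 to 0.726 for age by sex (3). The spread of old less young mice was -0.0422 to -0.0140 with 1 array left out and 0.0930 as deposited, where the 2 columns deviated by 0.724 and 0.718. The correlation of age differences between AL males and females fell short of the threshold with quantile normalization (0.154), the replicate block (0.188, 11 of 100 relabellings), the order as deposited (0.934), the 2 arrays left out (0.00236) and the 8 left out (0.288). The other correlations, none past the threshold, changed sign as deposited for diet at middle and old age (-0.0741), with the 8 left out for age in AL and CR (0.202), diet at young and old age (0.141), at middle and old age (-0.161) and sex (0.0233), and with the position correction for age (0.205) and diet at young and old age (0.0548).

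Of 1200 values of named genes under an alternative, 1173 kept their direction without passing, 24 turned and 3 passed. With the order as deposited, old against middle gave -0.015 for Apobec1, -0.224 for Ctbp2, 0.02 for C2cd3, 0.005 for B4galt1, -0.171 for Uchl1, -0.152 for Cst3 and -0.001 for a Ctsd feature. Old against young gave -0.062 for Cst3, -0.003 for Apobec1, -0.122 for Eef1e1, 0.038 for Usf1 and -0.171 for Uchl1. CR in old mice gave -0.0477 for Arpp19, -0.0323 for Usf1, 0.188 for Hmgb2, 0.0277 for Uqcrb and 0.282 for Cst3, and over all ages 0.0878 for Gstm1, 0.0595 for Pop1 and 0.101 for Cst3. The reversed order itself accounts for these, since it assigns other features' values to the genes. With the position correction, with or without the filter, Zfp410 was -0.00448 for sex and Immt -0.00241 among juveniles. The cause of the remaining changes was not tested. Signal over background is not given, so what it limits cannot be stated.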

Other observations

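The tests of other splits were chosen only after the result was seen, except those of the comparisons of maturation.

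Repeat features of a gene give a view of how well single genes were measured. Over 172 genes, 286 pairs of features with the same symbol and a mean score above 0 correlated across arrays at a mean r of 0.229, against 0.00787 for random pairs. After the position correction the values were 0.135 and 0.00865.

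Uchl1 gives an example of what the order of the 2 old AL columns does to a gene. Its difference between old and middle AL mice was 0.00400 ± 0.0795 Z (SE) with the columns turned and -0.171 Z as listed. The hypothesis that the lower value comes from the order of values rather than from age is consistent with the correlation of 0.992 of both columns after turning, and it was formed after both values had been seen.

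The share of features called between old and middle AL mice by the rule of the study's methods was 0.249%. That is lower than the value quoted from the study above. The count of 21 behind it depends on turning the 2 columns: as listed, the rule called 0 features between old and middle AL mice, 1 between old and young AL mice, 2 for diet over all ages and 1 for sex. The study's own share also rested on an analysis of variance and on both array sets, of which only the B set is analysed here.

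Other splits of the arrays show how often this many features would be called by chance. In each of the 13 comparisons the real split called 0 features with limma, so 100 of 100 splits gave as many by necessity, and these counts cannot exclude chance or speak for it. The highest of the other splits called 0 features for middle against young, 2403 for old against middle and 1884 for old against young AL mice. For CR against AL it called 258 in young, 2304 in middle and 1592 in old mice and 290 over all ages. It called 0 for sex, 0 for age by diet, 1055 for diet by sex, 2973 for age by sex, 1683 for young against juvenile mice and 0 among juveniles. Splits that call so many features point to a structure of the samples. Across the 99 drawn splits of the adults, the number of features at an unadjusted p under 0.05 correlated with how unevenly a split placed the 8 arrays of different profile (Spearman, median of 11 comparisons 0.563), with how it placed the first component of the residuals (median 0.584), and less with how unevenly it placed the runs of title numbers (median 0.270), though not for old against young AL mice, where the runs correlated more (0.498) than the 8 arrays.

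With the position correction and no filter, 1 of 100 splits, the real one, called as many features between the sexes as the 1 found, Xist, and the highest of the others called 0, so chance can be excluded for it in this comparison taken alone. With array weights, the real split called 155 features for sex and 128 for CR in old mice, and 27 and 28 of 100 splits called as many, with 2825 and 3302 in the highest others, so chance cannot be excluded for either.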
